# Inhibition of HDAC6 With CAY10603 Ameliorates Diabetic Kidney Disease by Suppressing NLRP3 Inflammasome

**DOI:** 10.3389/fphar.2022.938391

**Published:** 2022-07-14

**Authors:** Qing Hou, Shuyan Kan, Zhuang Wang, Jinsong Shi, Caihong Zeng, Dahai Yang, Song Jiang, Zhihong Liu

**Keywords:** connectivity map, diabetic nephropathy, HDAC6, NLRP3 inflammasome, tubular injury

## Abstract

**Background:** Diabetic nephropathy (DN) is one of the leading causes of chronic kidney disease (CKD) worldwide, tubular injury is the driving force during the pathogenesis and progression of DN. Thus, we aim to utilize the connectivity map (CMap) with renal tubulointerstitial transcriptomic profiles of biopsy-proven DN to identify novel drugs for treating DN.

**Methods:** We interrogated the CMap profile with tubulointerstitial transcriptomic data from renal biopsy-proven early- and late-stage DN patients to screen potential drugs for DN. Therapeutic effects of candidate drug were assessed in Murine model of diabetic kidney disease (STZ-induced CD-1 mice), and HK-2 cells and immortalized bone marrow-derived macrophages (iBMDMs).

**Results:** We identified CAY10603, a specific inhibitor of histone deacetylase 6 (HDAC6), as a potential drug that could significantly reverse the altered genes in the tubulointerstitial component. In DN patients and mice, upregulation of HDAC6 was mainly observed in renal tubular cells and infiltrated macrophages surrounding the diluted tubules. In both early- and late-onset diabetic mice, daily CAY10603 administration effectively alleviated renal dysfunction and reduced macrophage infiltration, tubular injury and tubulointerstitial fibrosis. Mechanistically, CAY10603 suppressed NLRP3 activation in both HK-2 cells and iBMDMs.

**Conclusion:** CAY10603 exhibited therapeutic potential for DN by suppressing NLRP3 inflammasome activation in both tubular cells and macrophages.

## Introduction

DN is a major cause of CKD in the majority of developed and developing countries (Alicic et al., 2017). For a long time, the treatment for DN has been limited to angiotensin-converting-enzyme inhibitors (ACEis) or angiotensin-receptor blockers (ARBs) (Doshi and Friedman, 2017) although sodium-glucose cotransporter 2 (SGLT2) inhibitors (Heerspink et al., 2018), including canagliflozin (Perkovic et al., 2019), dapagliflozin (Heerspink et al., 2020), and empagliflozin (Wanner et al., 2016), exhibit novel and promising benefits for improving renal function in patients with DN. Sotagliflozin, a dual inhibitor of SGLT1 and SGLT2, is able to improve kidney outcomes in patients with diabetes (Bhatt et al., 2021). Treatment with Finerenone, a nonsteroidal, selective mineralocorticoid receptor antagonist, results in lower risks of CKD progression in patients with CKD and type 2 diabetes (Bakris et al., 2020). However, new therapeutic drugs still need to be explored.

The Connectivity Map (CMap) has generated a database containing more than 1.5 million gene expression profiles from over 5,000 small-molecule compounds and exhibits the potential to identify novel drugs that reverse transcriptomic signatures for specific diseases (Lamb et al., 2006; Subramanian et al., 2017). Recently, CMap with transcriptomic profiling from proteinuric mouse glomeruli identified HDAC1 and HDAC2 as targets for proteinuric kidney disease treatment (Inoue et al., 2019). Computational drug repurposing with CMap identified vorinostat as a candidate therapy to reverse kidney disease progression in Col4a3^−/−^ mice (Williams et al., 2020). CMap analysis with 15 gene expression signatures from 11 DKD-related published independent studies identified the PLK1 inhibitor BI-2536 as a novel therapy for DKD (Zhang et al., 2021). Tubulointerstitial injury plays an important role in renal function decline and progression in DN (Ruiz-Ortega et al., 2020). In the current study, by interrogating the CMap profile with tubulointerstitial transcriptomic data from renal biopsy-proven early- and late-stage DN patients, we found that CAY10603, a specific inhibitor of HDAC6 (Sixto-López et al., 2019), significantly reversed the transcriptomic signatures in the tubulointerstitial component of DN.

HDAC6, a class II HDAC, is a cytoplasmic enzyme that plays important roles in multiple cellular processes (Miyake et al., 2016). Several studies have demonstrated that pharmacological inhibition of HDAC6 by various selective inhibitors, including tubastatin A, tubacin, ACY-738, and ACY-1215, effectively limits the progression of numerous kidney diseases (Ke et al., 2018). In a rat model of CKD, tubastatin A attenuated proteinuria, limited tubule cell death and diminished tubulointerstitial fibrosis (Brijmohan et al., 2018). In a Pkd1-conditional mouse model of ADPKD, tubacin reduced cyst growth and improved renal function (Cebotaru et al., 2016). In db/db mice, tubacin reduced albuminuria and restored renal function by suppressing autophagy and enhancing the motility of podocytes (Liang et al., 2020). In NZB/W mice, ACY-738 decreased SLE pathogenesis by inhibiting immune complex-mediated glomerulonephritis (Regna et al., 2016). In UUO mice, ACY-1215 attenuated the development of renal fibrosis by suppressing TGF-β1 and EGFR signalling (Chen et al., 2020).

CAY10603 has not yet been studied in kidney disease. We therefore investigated the effects of pharmacological inhibition of HDAC6 with CAY10603 in STZ-induced early- and late-onset diabetic CD-1 mice. CAY10603 improved renal function and halted tubular fibrosis in diabetic mice against NLRP3 inflammasome activation in both tubular cells and macrophages.

## Methods

### Human Renal Biopsy Samples

All renal biopsy proven patients (Supplementary Table S1) were from Nanjing Glomerulonephritis Registry, National Clinical Research Center for Kidney Diseases, Jinling Hospital, Nanjing, China. All patients signed a written informed consent. For tissue transcriptome analysis, gene expression profiles from 70 DN patients and 30 renal carcinoma patients with para-carcinoma renal tissue were used. 35 patients were in early stage of DN with microalbuminuria<30 mg/24 h, estimated glomerular filtration rate (eGFR) >90 ml/min 1.73 m (Doshi and Friedman, 2017); 35 patients were in late stage of DN with eGFR <60 ml/min.1.73 m (Doshi and Friedman, 2017) and proteinuria >1 g/24 h.

### Gene Expression Analysis

Renal tissue transcripts profile was performed using the Illumina HiSeqTM 2,500 platform. The gene expression Cel files are available at Sequence Read Archive (www.ncbi.nlm.nih.gov/sra/) and Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo/) under reference nos. PRJNA666231 and GSE158230, respectively.

### Connectivity Map Analysis

CMap was used to discovery potential drugs which can reverse the transcriptomic signatures in tubulointerstitial component of DN. CMap is a program for predicting potential drugs that may induce biological status encoded by specific gene expression signatures. Upregulated genes and downregulated genes (fold change >1.5, adjusted *p* value < 0.05) were used to query the CMap database. Finally, the enrichment score representing similarity was calculated, ranging from −1 to 1. The positive connectivity score indicates that drugs can induce the biological phenomena queried in human cell lines. Conversely, a negative connectivity score indicates that the drug reverses the requested biological characteristics and has potential therapeutic value. The connectivity scores (*p* < 0.05) for the various instances were filtered out.

### Reagents

LPS (tlrl-pb5lps, Invivogen), ATP (tlrl-atpl, Invivogen), Nigericin (N1495, Invitrogen), CAY10603 (HY-18613, MedChemExpress), Streptozotocin (S1312, Selleck), Mounting medium with DAPI (ab104139, Abcam), and Mounting Medium for IHC (ab64230, Abcam).

### Antibodies

HDAC6 (Cell Signaling Technology Cat# 7612, RRID:AB_10889735; 1:1000 in WB, 1:100 in IHC), NLRP3 (Cell Signaling Technology Cat# 13158, RRID:AB_2798134; 1:1000 in WB), NLRP3 (AdipoGen Cat# AG-20B-0014, RRID:AB_2490202; 1:1000 in WB), Caspase-1 (Proteintech Cat# 22915-1-AP, RRID:AB_2876874; 1:3000 in WB), Caspase-1 (AdipoGen Cat# AG-20B-0042, RRID:AB_2490248; 1: 1000 in WB), Cleaved N-terminal GSDMD (Abcam Cat# ab215203, RRID not available; 1:500 in WB), ASC (Santa Cruz Biotechnology Cat# sc-514414, RRID:AB_2737351; 1:500 in WB), α-Tubulin (Proteintech Cat# 11224-1-AP, RRID:AB_2210206; 1:5000 in WB), β-Tubulin (Proteintech Cat# 10068-1-AP, RRID:AB_2303998; 1:5000 in WB), acetylated α-Tubulin (Lys40) (Proteintech Cat# 66200-1-Ig, RRID:AB_2722562; 1:1000 in WB), α-SMA (Proteintech Cat# 14395-1-AP, RRID:AB_2223009; 1:2000 in WB, 1:300 in IHC), Col1a (Cell Signaling Technology Cat# 72026, RRID:AB_2904565; 1:2000 in WB, 1:300 in IHC), Goat anti-mouse IgG (H + L), HRP conjugate (SA00001-1, Proteintech), Goat anti-rabbit IgG (H + L), HRP conjugate (SA00001-2, Proteintech), Donkey anti-rabbit IgG (H + L), Alexa Fluor 488 (A-21206, ThermoFisher), Donkey anti-mouse IgG (H + L), Alexa Fluor Plus 555 (A32773, ThermoFisher).

### STZ-Induced Diabetic Kidney Disease in Mice

8-week-old male CD-1 mice (Charles River, Beijing) received intraperitoneal a single injection of STZ (150 mg/kg body weight) dissolved in sodium citrate buffer (pH 4.5), control groups of mice were injected with the same volume of sodium citrate buffer. 1 week after STZ injection, successful induction of diabetes was confirmed by tail vein blood glucose level >16 mM CAY10603 (5 mg/kg body weight) and the same volume vehicle were intraperitoneal injected daily from 12 weeks after STZ injection for 3 weeks, mice were sacrificed, blood samples and kidney tissues were collected. 4–6 mice per cage were housed under standard conditions. Sample numbers in each experimental group were indicated in figures.

### Kidney Function Analysis and Histology

Serum was prepared by centrifugation of the blood at 1000 g for 20 min at 4°C and stored at −80°C for further analysis including LDH, Creatinine, BUN. Urine albumin (Albumin ELISA Kit, GeneTex) and creatinine (QuantiChrom™ Creatinine Assay Kit, BioAssay Systems) were tested according to the manufacturer’s instructions. Mouse kidneys were fixed in 4% PFA, embedded in paraffin, and cut into 2.5-µm sections. Sections were stained with Hematoxylin and Eosin, and Periodic acid-Schiff, Masson.

### Immunohistochemistry and Immunofluorescence Staining

Paraffin-embedded kidney sections from human and mouse were deparaffinized, blocked with 10% BSA in PBS for 30 min at room temperature (RT) and then incubated with primary antibodies as indicated at 4°C overnight. The next day, after five times washes with PBS, incubate with secondary antibodies at RT for 1 h. For IHC staining, diaminobenzidine (DAB) color reaction was kept with a fixed exposure time for all experiments among the groups. For IF staining, indicated secondary antibodies were incubated for 2 h at RT in dark and then mounted with DAPI for confocal microscope imaging (Zeiss LSM900, Germany).

### Immortalized Mouse Bone Marrow–Derived Macrophages Culture and NLRP3-Engaged Pyroptosis Induction

iBMDMs were cultured in IMDM supplemented with 10% (v/v) FBS, penicillin (100 U/mL) and streptomycin (100 μg/ml) at 37°C incubator adding 5% CO_2_. The cells were digested with 0.25% trypsin until the confluence reached 80%. iBMDMs were seeded into 12-well plate at a density of 5 × 10^5^ CFU/ml. After overnight culture, the cells were primed with 250 ng/ml LPS resolved in Opti-MEM for 4 h. Then, the cells were stimulated with 2.5 mM ATP or 20 μM nigericin for 1 h. For HDAC6 inhibition assay, the inhibitor CAY10603 was pre-incubated with the cell for 1 h before LPS priming and continuously added during the subsequent treatment. The phenotypes of pyroptosis in different treatment groups were visualized by microscopy imaging (DMI3000B, Leica).

### Cytotoxicity and IL-1β Secretion Assay

The cytotoxicity of iBMDMs after stimulation was determined by using a CytoTox 96 Assay Kit (G1780, Promega) according to the manufacturer’s instructions. The quantitative values of cell death were measured by a microplate reader (SpectraMax M5) at OD_490_ nm. For IL-1β secretion assay, the supernatant after stimulation and serum were collected and measured using an IL-1 beta Mouse ELISA Kit (BMS6002, Invitrogen) according to the manufacturer’s instructions.

### HK-2 Cell Culture and Treatments

The human proximal tubular epithelial cell line (HK-2) was purchased from the American Type Culture Collection (ATCC). Cells were cultured in Dulbecco’s Modified Eagle’s Medium/Nutrient Ham’s Mixture F-12 (DMEM/F12, STEMCELL) supplemented with 10% fatal bovine serum (FBS), penicillin (100 U/ml) plus streptomycin (0.1 mg/ml). Culture conditions were maintained at 37°C in a humidified atmosphere at 5% CO_2_. For HDAC6 inhibition assay, CAY10603 was pre-incubated with the cells for 4 h before TGF-β treatment.

### Immunoblot Analysis

Cells were lysed using M-PER™ Mammalian Protein Extraction Reagent (78505, Thermo Scientific™). The proteins were run in 4%–12% FUTURE™ PAGE gels (FUTURE BioTec, Nanjing, China) and then transferred to PVDF membranes (Millipore Merck). After blocking with NcmBlot blocking buffer at room temperature for 10 min, blots were incubated with primary antibodies (diluted with NCM Universal Antibody Dilution) overnight at 4°C.

### Statistical Analysis

All values are presented as the mean ± SEM, comparisons between two groups were performed using two-tailed unpaired *t* test, comparisons between multiple groups were performed using Two-way ANOVA. GraphPad Prism version 9.0 was used for statistical analysis, *p* value <0.05 was considered to be statistically significantly.

### Study Approval

All experimental protocols for animal studies were approved by the Institutional Animal Care and Use Committee of Jinling Hospital, Nanjing University School of Medicine (Document No. 2021DZGKJDWLS-00153). The protocol for the use of human samples was approved by the Human Subjects Committee of Jinling Hospital, Nanjing University School of Medicine (2013KLY-013-01), and a signed consent form was obtained from each patient and control donor.

### Role of Funders

The funders had no role in the study design, data collection, data analysis, interpretation of results, or writing of report.

## Results

### CMap Analysis With Tubulointerstitial Transcriptomic Profiles From DN Patients

To predict potential small molecule compounds to reverse the tubulointerstitial transcriptomic expression profiles of DN patients, the CMap database was queried with the top 150 upregulated and 150 downregulated genes (fold change >1.5, adjusted *p* value < 0.05; Supplementary Tables S2, S3) extracted from tubulointerstitial transcriptomic expression profiles of early- and late-stage DN patients, respectively (Figure 1A). The queries generated the list of small molecule compounds with different enrichment scores. A negative connectivity score indicates that the drug reverses the requested biological characteristics and has potential therapeutic value. We evaluated the top lists of small molecule compounds that had the highest connectivity score that were predicted to reverse the input genes in early- and late-stage DN patients. It is worth noting that HDAC inhibitors appeared most often in the top 100 predicted small molecule drugs, as listed in Supplementary Table S4. Among the candidate HDAC inhibitors (Figure 1B), CAY10603 attracted our attention because it was one of the few top drugs in both lists; in addition, it has an extremely lower half maximal inhibitory concentration (IC50) and higher selectivity against HDAC6 as comparing with tubastatin A, tubacin, ACY-738 and ACY-1215, >200-fold over other HDACs.

**FIGURE 1:**
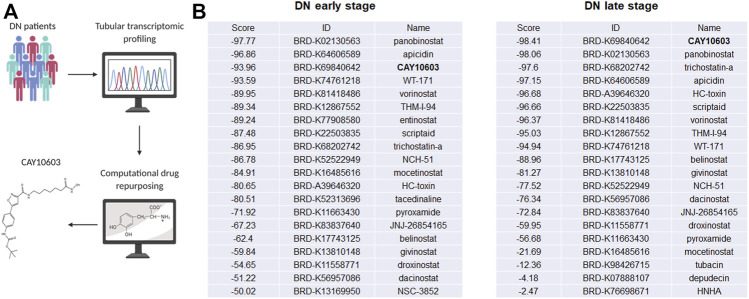
Tubular transcriptomics from a biopsy-proven DN patient-based drug repurposing approach to identify potential drugs for treatment. **(A)** Schematic view of work flow. **(B)** The top 20 HDAC inhibitors are sorted in each stage, and CAY10603 is highlighted in black.

### Increased HDAC6 Expression Is Associated With Tubular Injury

We next determined the expression pattern of HDAC6 in the kidney tissue of DN patients. Compared to minimal changed disease (MCD) with mild tubular injury, the immunohistochemistry (IHC) staining results (Figures 2A,B) showed that renal tubular expression of HDAC6 was significantly increased in the early stage of DN and decreased slightly in the late stage of DN. We observed that tubulointerstitial expression of HDAC6 was clearly upregulated around diluted tubules in the late stage of DN, indicating that tubulointerstitial HDAC6 correlated with tubular injury. Infiltration of immune cells, predominantly macrophages, was commonly observed in the interstitium of patients’ kidney tissues at all stages of DN (Calle and Hotter, 2020); thus, we confirmed that increased expression of HDAC6 was mainly in CD68^+^ macrophages (Supplementary Figure S1).

**FIGURE 2:**
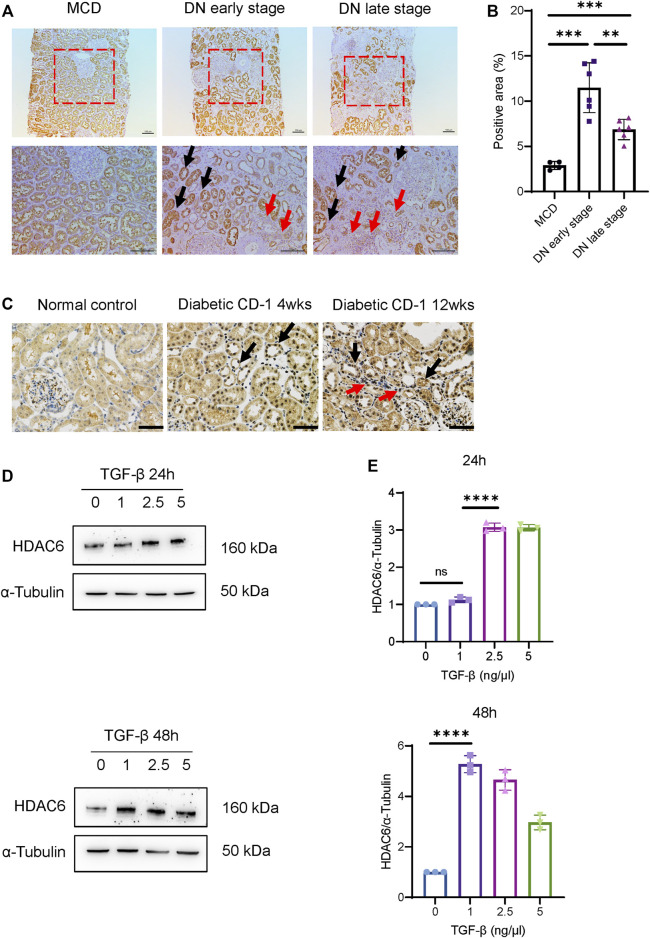
HDAC6 upregulation is associated with tubular injury. **(A)** IHC staining images of HDAC6 expression distribution in renal tissues from DN patients and MCD. HDAC6 is increased in tubular cells (black arrows) and intrarenal macrophages (red arrows). Scale bar, 100 µm. **(B)** Quantification of HDAC6 IHC staining. *n* = 4 in the healthy control group, *n* = 6 in the early-stage DN group, *n* = 6 in the late-stage DN group. **(C)** IHC staining images of HDAC6 expression distribution in renal tissues from diabetic CD-1 mice and normal control. HDAC6 is increased in tubular cells (black arrows) and tubulointerstitial infiltrated cells (red arrows). Scale bar, 50 µm. **(D)** Representative western blot analysis and **(E)** quantification of HDAC6 levels in HK-2 cells treated with TGF-β for 24 h or 48 h at different dosages as indicated. **p < 0.01; ***p < 0.001; ****p < 0.0001. Unpaired two-tailed *t* test.

IHC staining also confirmed that HDAC6 was upregulated in tubular epithelial cells and tubulointerstitial infiltrated cells in kidneys of diabetic CD-1 mice (Figure 2C **)**. In HK-2 cells, HDAC6 was significantly induced by 2.5 and 5 ng/μl TGF-β stimulation after 24 h and induced by 1, 2.5 and 5 ng/μl TGF-β stimulation after 48 h (Figures 2D,E). The data indicated that HDAC6 contributed to the pathogenesis of renal interstitial damage.

### CAY10603 Improves Renal Function and Tubulointerstitial Fibrosis in both Early- and Late-Onset Diabetic Mice

To evaluate the inhibitory effects of CAY10603 on the progression of early- and late-stage DKD *in vivo*, STZ-induced diabetic CD1 male mice (Sugimoto et al., 2007; Li et al., 2020) were used, which exhibited heavy proteinuria and mild tubular injury at 4 weeks and severe tubular injury and fibrosis at 12 weeks after the induction of diabetes from STZ injection. IHC staining demonstrated CD-1 mice had higher expression levels of HDAC6 in renal tubular cells at 4 and 12 weeks after the induction of diabetes as comparing to normal mice. We also observed the expression of HDAC6 in infiltrated cells in the interstitium of diabetic kidneys.

Two weeks after the induction of diabetes, mice were randomized into either control groups or treatment groups. The mice in the treatment groups received CAY10603 at 1, 2 and 5 mg/kg body weight daily by intraperitoneal injection for 2 weeks (Figure 3A), and the mice in the control group received the same volume of vehicle by intraperitoneal injection. Compared with 1 and 2 mg/kg CAY10603, 5 mg/kg CAY10603 significantly reduced the uric albuminuria-to-creatinine (UACR) ratio (Figure 3C) and serum creatinine (Figure 3D) but did not alter serum BUN (Figure 3E), body weight (Figure 3B) or blood glucose. Consistently, histological analysis (Figure 4A) displayed great attenuation in tubular injury (Black arrows) and tubulointerstitial fibrosis (Red arrows) (Figure 4B), reduced tubulointerstitial α-SMA expression (Figure 4C), and infiltration of F4/80^+^ macrophages (Figure 4D).

**FIGURE 3:**
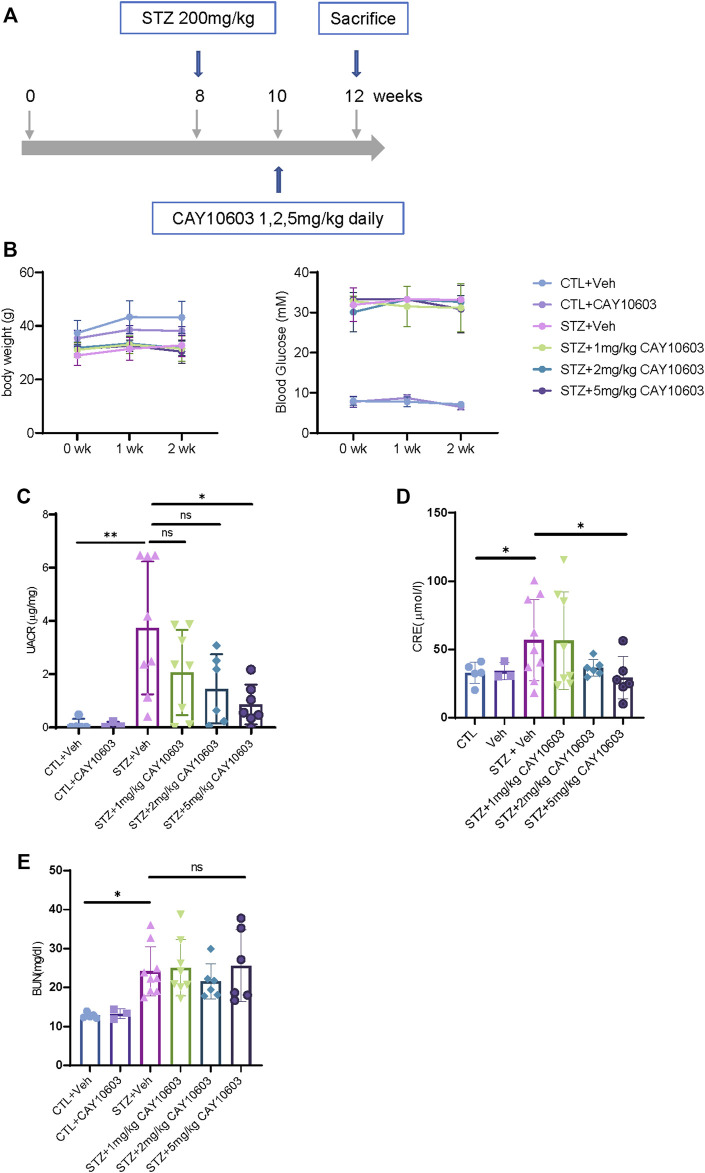
CAY10603 improves kidney function in the early stage of diabetic mice. **(A)** Schematic diagram of experiment design. **(B)** body weight and blood glucose in different groups and time point as indicated. **(C)** Urine albumin to creatinine ratio in different groups as indicated. **(D)** Serum creatinine and **(E)** serum BUN in different groups as indicated. *p < 0.05; **p < 0.01. Two-way ANOVA.

**FIGURE 4:**
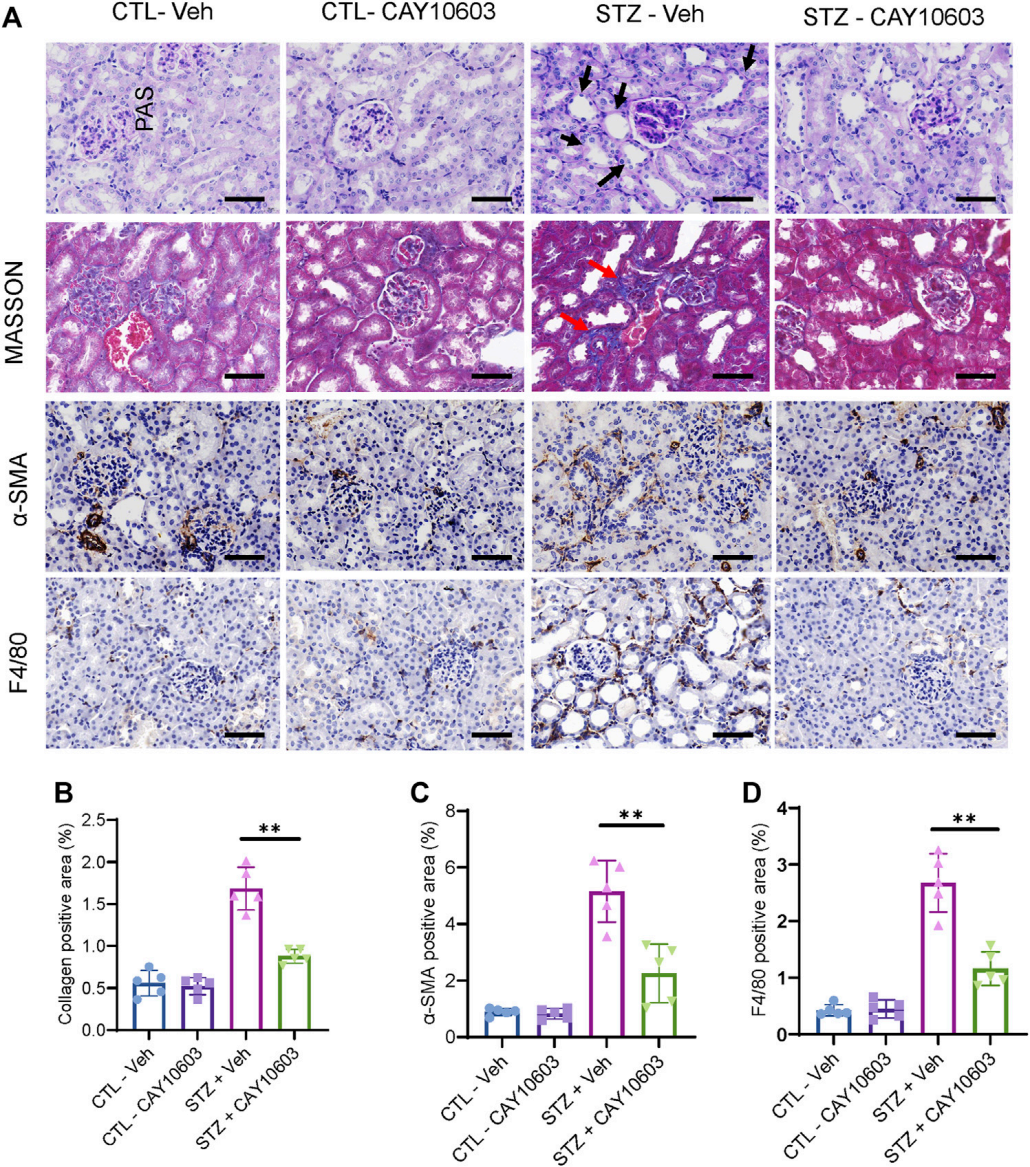
CAY10603 improves kidney histology in the early stage of diabetic mice. **(A)** Representative images of PAS staining, Masson staining, and IHC staining of α-SMA and F4/80. **(B)** Quantification of the positive area for Masson staining. **(C)** Quantification of the positive area for α-SMA IHC staining. **(D)** Quantification of the positive area for F4/80 IHC staining. Scale bar, 100 µm. Two-way ANOVA. CTL, control; Veh, vehicle.

Furthermore, diabetic mice were treated with 5 mg/kg CAY10603 starting at 20 weeks (Figure 5A). After 4 weeks, diabetic mice that received 5 mg/kg CAY10603 exhibited lower serum creatinine (Figure 5B) and BUN (Figure 5C) than diabetic mice in the vehicle group. As expected, histological examination (Figure 5D) showed that CAY10603 ameliorated tubular injury and tubulointerstitial fibrosis (Figure 5E) and reduced tubulointerstitial α-SMA expression (Figure 5F) and F4/80^+^ macrophage infiltration (Figure 5G). Taken together, these results suggested that CAY10603 treatment is effective in improving renal function in both experimental mouse models of early- and late-stage diabetic kidney disease.

**FIGURE 5:**
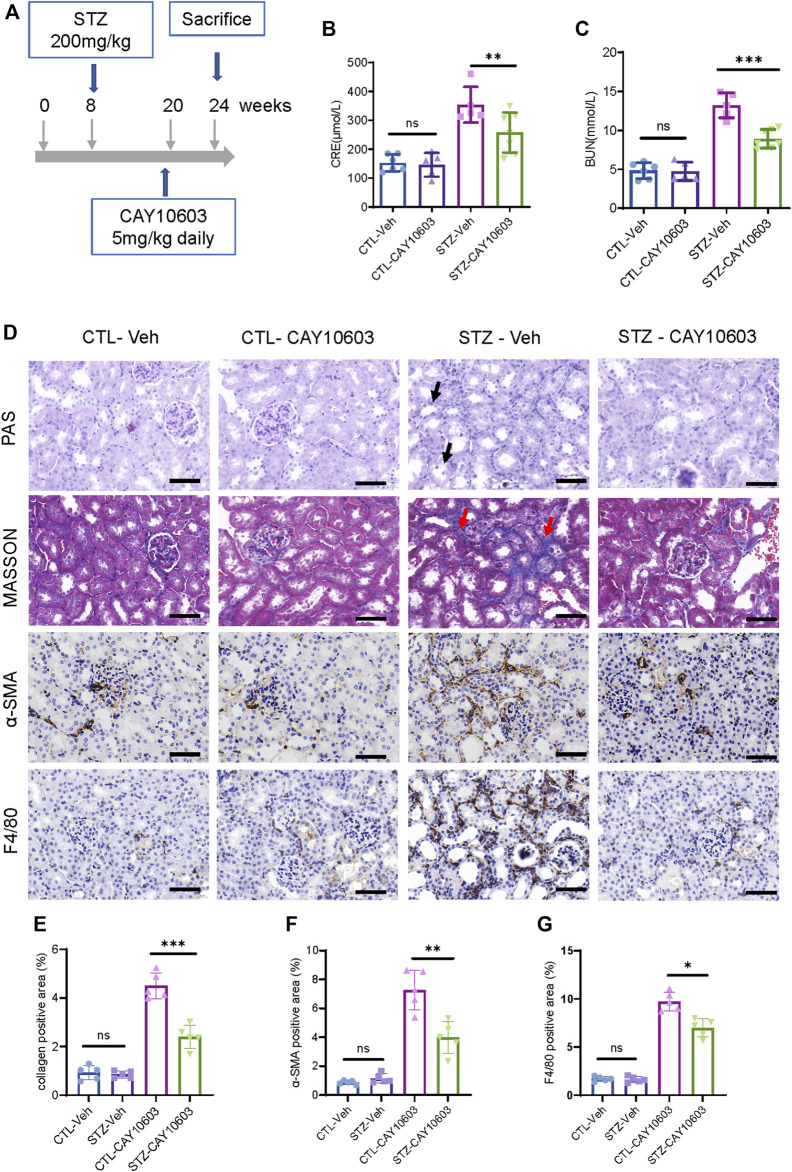
CAY10603 delays kidney function decline in the late stage of diabetic mice. **(A)** Schematic diagram of experimental design. **(B)** Serum creatinine and **(C)** serum BUN in different groups as indicated. **(D)** Representative images of PAS staining, Masson staining, and IHC staining of α-SMA and F4/80. **(E)** Quantification of the positive area for Masson staining. **(F)** Quantification of the positive area for α-SMA IHC staining. **(G)** Quantification of the positive area for F4/80 IHC staining. *p < 0.05; **p < 0.01; ***p < 0.001. Scale bar, 100 µm. Two-way ANOVA. CTL, control; Veh, vehicle.

### Inhibitory Effects of CAY10603 on NLRP3 *in vitro* Renal Tubular Cells

NLRP3 activation promotes renal tubular injury and fibrosis in DN (Tang and Yiu, 2020), and HDAC6 mediates an aggresome-like mechanism for NLRP3 inflammasome activation (Magupalli et al., 2020), but their relationships to tubular injury in DN are unknown. First of all, we investigated the inhibitory effect on HDAC6 expression by CAY10603, in HK-2 cells, as shown in Figure 6A, CAY10603 exhibited the inhibitory effect on HDAC6 expression in a dose-dependent manner as indicated, meanwhile, CAY10603 treatment prevented TGF-β-induced Col1a1 and α-SMA expression, as well as fibrotic morphological changes (Figure 6B). Next, we investigated the inhibitory effect on NLRP3 activation by CAY10603, TGF-β-induced activation of NLRP3, Caspase-1, and ASC were significantly suppressed by CAY1060 (Figures 6C,D). These observations revealed that CAY10603 treatment suppressed NLRP3 activation and col1a1 induction in HK-2 cells.

**FIGURE 6:**
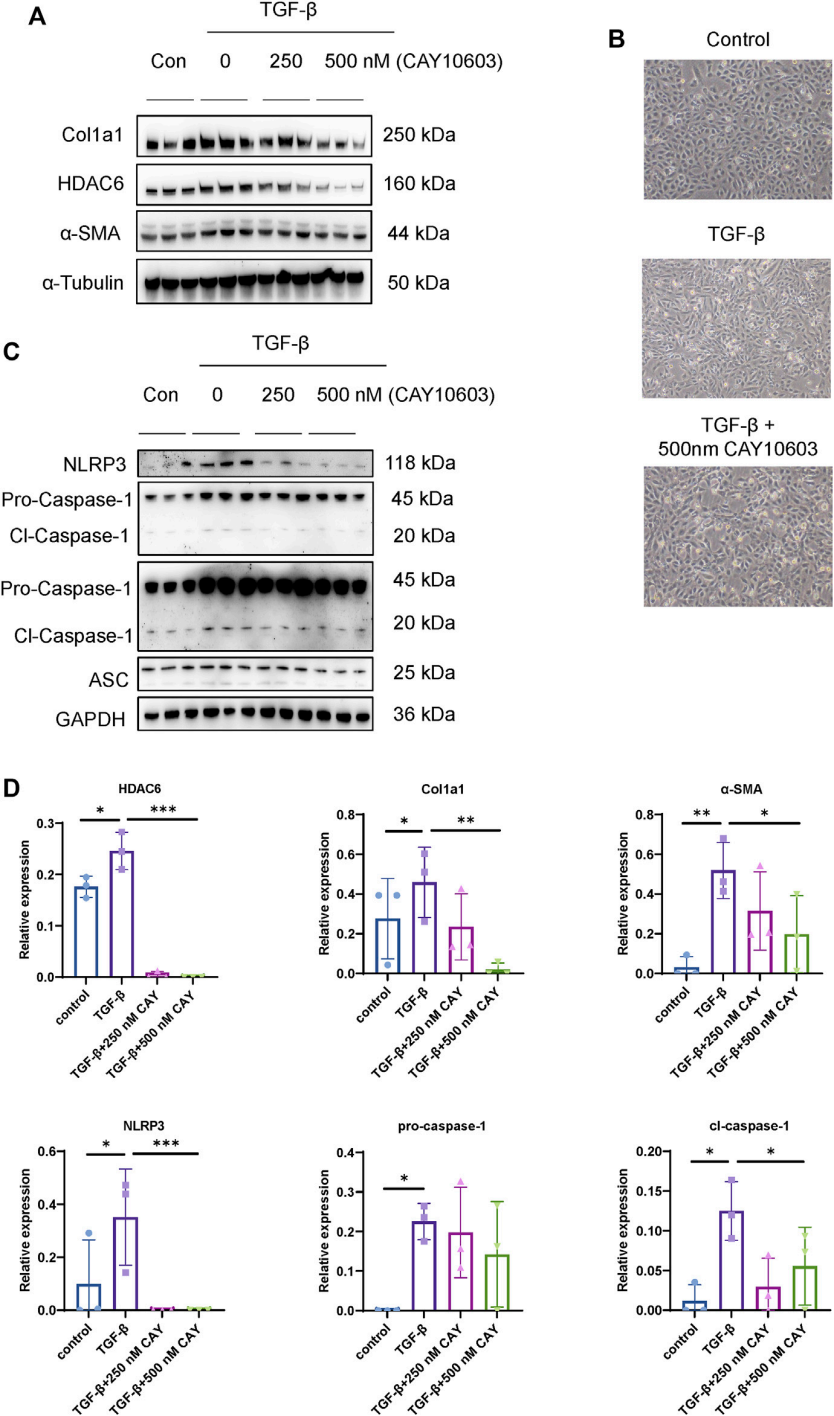
HDAC6 inhibition reduced NLRP3 activation in renal tubular cells. **(A)** Representative western blot analysis of HDAC6, Col1a, and α-SMA levels in HK-2 cells treated with TGF-β with or without CAY10603 treatment. **(B)** Representative image of the morphology of HK-2 cells treated with TGF-β with or without CAY10603 treatment. **(C)** Representative western blot analysis of NLRP3, ASC, and Caspase-1 levels in HK-2 cells treated with TGF-β with or without CAY10603 treatment. **(D)** Quantification of HDAC6, Col1a1, α-SMA, NLRP3, pro-Caspase-1, and Clevaed-Caspase-1. *p < 0.05; **p < 0.01; ***p < 0.001.

### HDAC6 Inhibition With CAY10603 Alleviates NLRP3 Activation in iBMDMs

To further investigate the effects of HDAC6 inhibition during NLRP3 activation in mouse iBMDMs, we applied an LPS-ATP/Nig stimulation method to induce NLRP3. We found that treatment with the HDAC6 inhibitor CAY10603 significantly decreased the cytotoxicity induced by LPS-ATP/Nig stimulation in a dose-dependent manner (Figure 7A), and the cells showed fewer pyroptosis phenotypes, such as cell membrane swelling and bubbling (Figure 7B). Moreover, Caspase-1 activation and GSDMD cleavage were also significantly lower when with 10 μM CAY10603 treatment, although NLRP3 expression showed little difference (Figure 7C). In addition, we also detected the expression of acetylated α-tubulin (Ac-α-tub) and verified that the inhibition was valid. IL-1β secretion in the supernatant also decreased after CAY10603 treatment (Figure 7D). These results suggest that the inhibition of HDAC6 with CAY10603 could effectively alleviate NLRP3-induced pyroptosis in macrophages.

**FIGURE 7:**
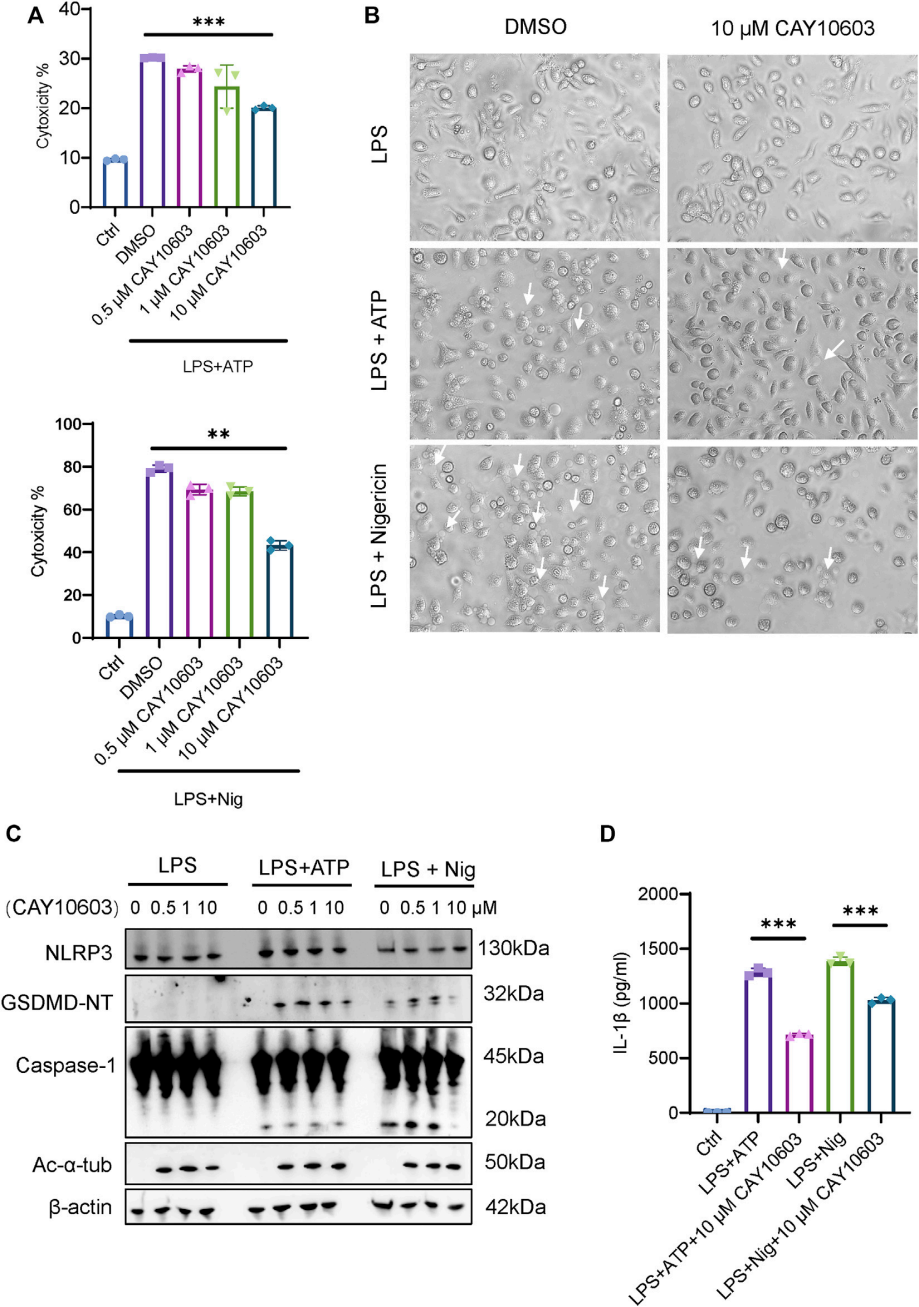
HDAC6 inhibition suppresses NLRP3 activation in macrophages. **(A)** Supernatants from the indicated iBMDMs were analysed for cell death, as measured by lactate dehydrogenase (LDH) release. **(B)** Images were taken after LPS + ATP/Nig challenge with or without CAY10603 pretreatment. Arrows indicate cells exhibiting pyroptotic-like features. **(C)** Representative western blot analysis of HDAC6, NLRP3, GSDMD-NT, Caspase-1, and Ac-α-Tub levels in iBMDMs after LPS + ATP/Nig challenge with or without CAY10603 treatment. **(D)** Supernatants from the indicated iBMDMs were analysed for IL-1β. **p < 0.01; ***p < 0.001. Two-way ANOVA.

## Discussion

Renal tubular injury is an accelerating factor that drives the process of DN (Liu et al., 2018), and targeting renal tubular cells is beneficial for developing therapeutics to delay the progression of DN (Grgic et al., 2012; Mori et al., 2021). We previously evaluated tubulointerstitial transcriptional profiles in patients with renal biopsy-proven DN. In the current work, we present the discovery of a highly selective HDAC6 inhibitor, CAY10603, as a potential therapeutic drug based on regulated genes in the tubulointerstitial component of DN patients, through use of the CMap database. In DN patients, HDAC6 is upregulated in tubular cells and intrarenal macrophages, correlating with the severity of tubular damage. *In vivo*, CAY10603 effectively alleviated renal dysfunction in both early- and late-stage diabetic mice. *In vitro*, CAY10603 suppressed NLRP3 activation and col1a1 induction in HK-2 cells and NLRP3 activation and GSDMD-induced pyroptosis in iBMDMs.

HDACs have been implicated in the pathogenesis of DN (Lee et al., 2007; Hadden and Advani, 2018). HDAC2 plays a critical role in the development of ECM accumulation and EMT in diabetic kidney (Du et al., 2020). HDAC4 contributes to podocyte injury and links renal injury to autophagy in DN, and *in vivo* gene silencing of HDAC4 reduces podocyte injury and proteinuria in diabetic rats (Wang et al., 2014). Cyclo-RGD truncated polymeric nanoconstructs with dendrimeric templates for targeted HDAC4 gene silencing inhibited the progression of renal fibrosis in an STZ-induced DN model (Raval et al., 2021). Silencing of HDAC9 attenuates glomerulosclerosis, inflammatory cytokine release, podocyte apoptosis and injury in db/db mice (Liu et al., 2016). Daily treatment of diabetic rats with vorinostat for 4 weeks blunted renal growth and glomerular hypertrophy by downregulating EGFR (Gilbert et al., 2011). Long-term administration of vorinostat attenuates renal injury in STZ-induced eNOS^−/−^mice through an endothelial nitric oxide synthase-dependent mechanism (Advani et al., 2011). Inhibiting HDAC6 by tubacin protects kidney function by modulating podocyte autophagy and motility in db/db mice (Komada and Muruve, 2019). Thus, HDAC inhibitors have been recognized as potential agents for treating DN.

CAY10603 has not been studied in kidney disease. First, we tested the effective doses. Based on UACR and creatine results, 5 mg/kg CAY10603 exhibited better effects. Subsequently, daily treatment with CAY10603 for 4 weeks effectively halted the progression of diabetic kidney injury. It is noteworthy that CAY10603 has no impact on blood glucose, indicating that the renal protection of CAY10603 is independent of blood glucose control. Combination treatment with hypoglycaemic drugs to protect against DN is worthy of consideration.

HDAC6 is a microtubule-associated deacetylase and a component of the aggresome and mediates an aggresome-like mechanism for NLRP3 inflammasome activation (Magupalli et al., 2020). The NLRP3 inflammasome not only amplifies renal inflammation but also promotes renal fibrosis, so NLRP3 inflammasome activation contributes significantly to the pathogenesis and progression of DN (Shahzad et al., 2016; Chi et al., 2017; Andrade-Oliveira et al., 2019; Wu et al., 2021). In patients with DN, the expression of NLRP3, CASP1 and IL-1β was upregulated in renal biopsy samples, and these components were also upregulated in the kidneys of diabetic mice (Shahzad et al., 2015; Han et al., 2018). Both renal resident and bone marrow-derived NLRP3 mediate inflammatory processes in DN (Son et al., 2017; Xu et al., 2021). Pharmacological inhibition or genetic knockout of HDAC6 markedly decreased NLRP3 inflammasome activation (Magupalli et al., 2020). Targeting HDAC6 attenuates nicotine-induced macrophage pyroptosis via the NF-kappaB/NLRP3 pathway in atherosclerosis (Son et al., 2017). HDAC6 regulates the activation of M1 macrophages by downregulating NLRP3 expression during acute liver failure (Chen et al., 2021). Inhibition of HDAC6 attenuates the NLRP3 inflammatory response and protects dopaminergic neurons in experimental models of Parkinson’s disease (Yan et al., 2020). Although HDAC6 regulates NLRP3 activation, the relationship in renal tubular cells is still unknown. To address this question, we challenged HK-2 cells with TGF-β and high glucose (Supplementary Figure S2) and found that HDAC6 positively correlated with NLRP3 expression, while HDAC6 inhibition with CAY10603 dramatically blocked NLRP3 activation and fibrosis. We also demonstrated that CAY10603 was effective in suppressing LPS-induced NLRP3 activation and subsequent GSDMD-mediated pyroptosis in iBMDMs.

However, there are two limitations to our study. First, the CMap database is generated from various cell types but not kidney cells challenged with chemical drugs, and the relevance to DN is a matter of concern. Second, due to the lack of mouse models with type 2 diabetes and severe interstitial fibrosis, we used an STZ-induced CD-1 diabetic mouse model with type 1 diabetes and severe kidney injury to elevate the pharmacological inhibitory effects of CAY10603.

In summary, we investigated the connectivity map (CMap) with tubulointerstitial transcriptomic profiles of renal biopsy-proven DN patients and identified CAY10603, a specific inhibitor of HDAC6, as a potential drug for treating kidney tubular damage. Mechanistically, CAY10603 inhibited NLRP3 activation and GSDMD pyroptosis in renal tubular cells and iBMDMs. Altogether, these results indicate that CAY10603 exhibits therapeutic potential for diabetic kidney injury.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Inhibition of HDAC6 With CAY10603 Ameliorates Diabetic Kidney Disease by Suppressing NLRP3 Inflammasome
**Source:** Front Pharmacol. 2022 Jul 14;13:938391. doi: 10.3389/fphar.2022.938391
**Supplement:** Supplementary file 1

**Supplementary Table 1: Clinical characteristics at the time of renal biopsy**

**MCD, minimal change disease; DN, diabetic nephropathy.**

# Supplementary material for: Inhibition of HDAC6 With CAY10603 Ameliorates Diabetic Kidney Disease by Suppressing NLRP3 Inflammasome
**Source:** Front Pharmacol. 2022 Jul 14;13:938391. doi: 10.3389/fphar.2022.938391
**Supplement:** Supplementary file 5

**Supplementary Table 2：The top 150 upregulated genes and top 150 down-regulated genes in late stage DN compared with healthy controls (fold change>1.5, p value <0.05).**

# Supplementary material for: Inhibition of HDAC6 With CAY10603 Ameliorates Diabetic Kidney Disease by Suppressing NLRP3 Inflammasome
**Source:** Front Pharmacol. 2022 Jul 14;13:938391. doi: 10.3389/fphar.2022.938391

HDAC6

250  
130  
100  
70

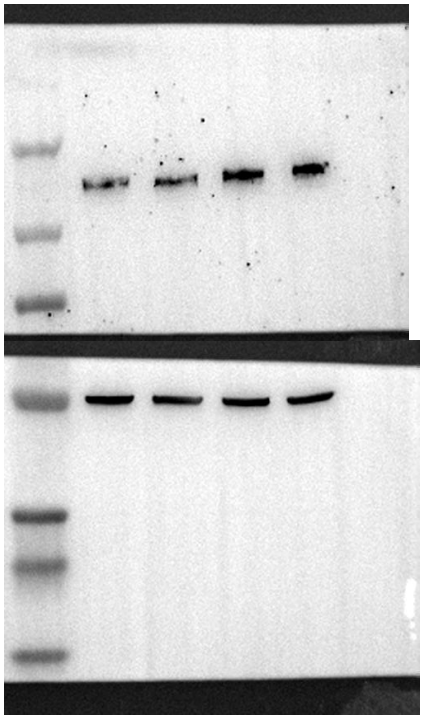

$\alpha$ -Tubulin

50  
35  
25  
10

HDAC6

250  
130  
100  
70

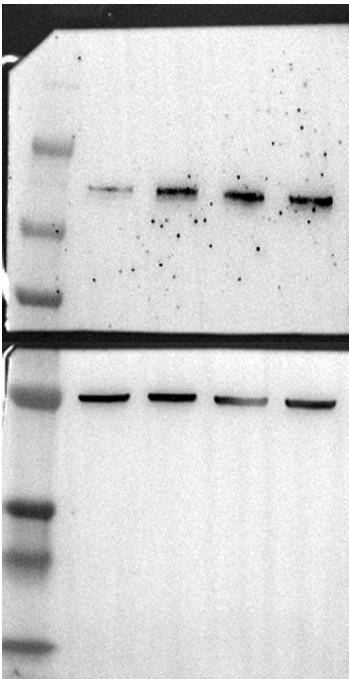

$\alpha$ -Tubulin

50  
35  
25  
10

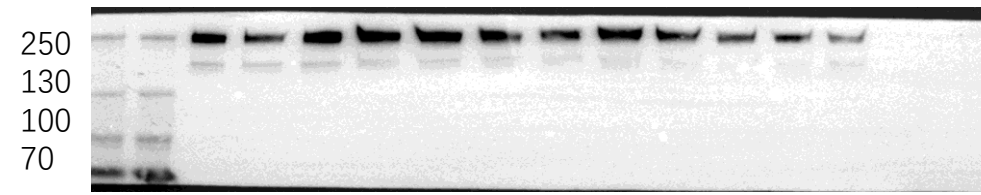

Col1a1

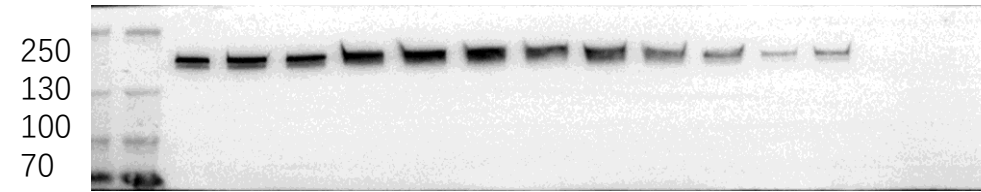

HDAC6

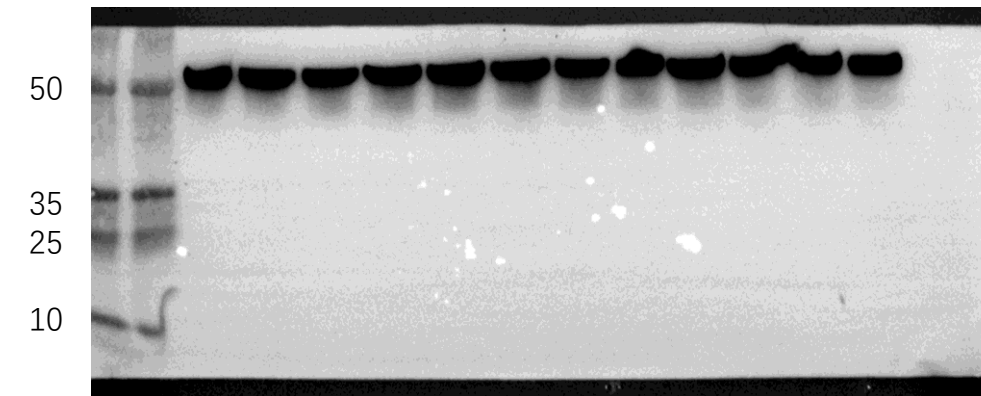

$\alpha$ -Tubulin

NLRP3

250  
130  
100

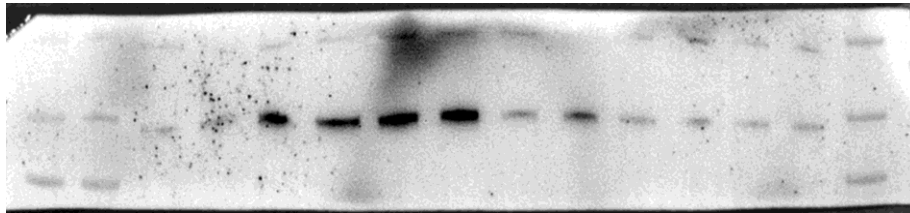

Caspase-1

70  
50  
35  
25  
10

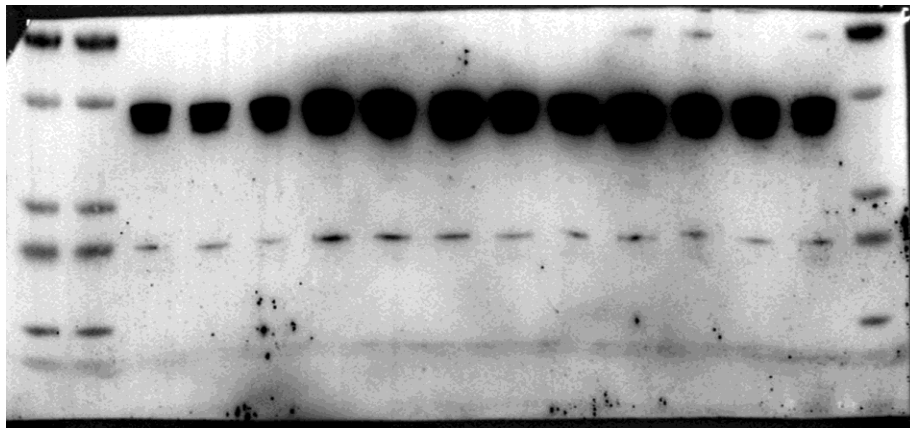

GAPDH

70  
50  
35  
25  
10

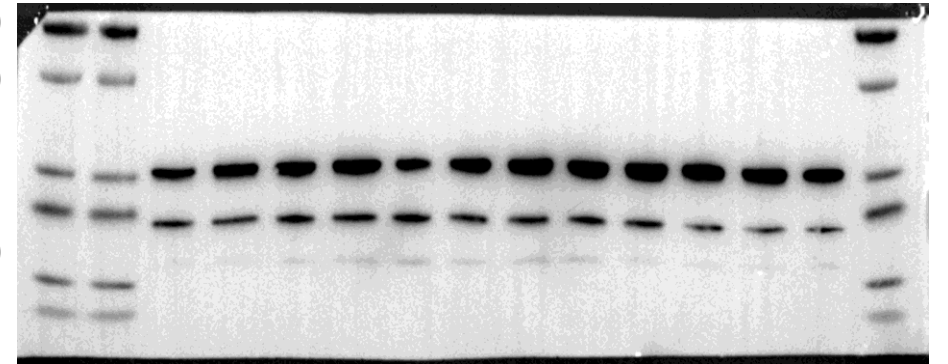

ASC

$\alpha$ -SMA

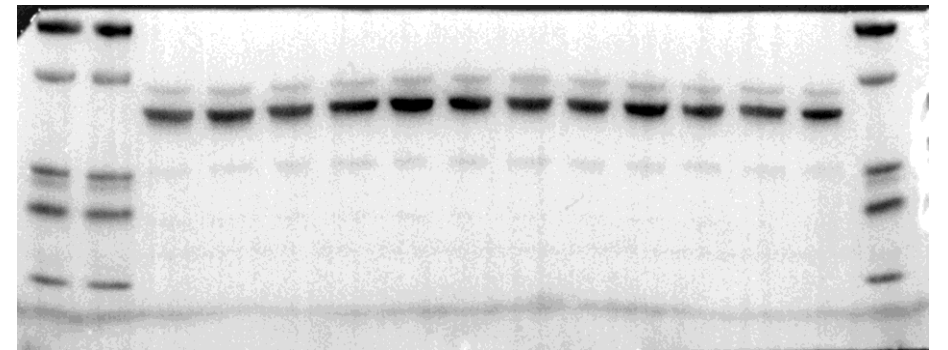

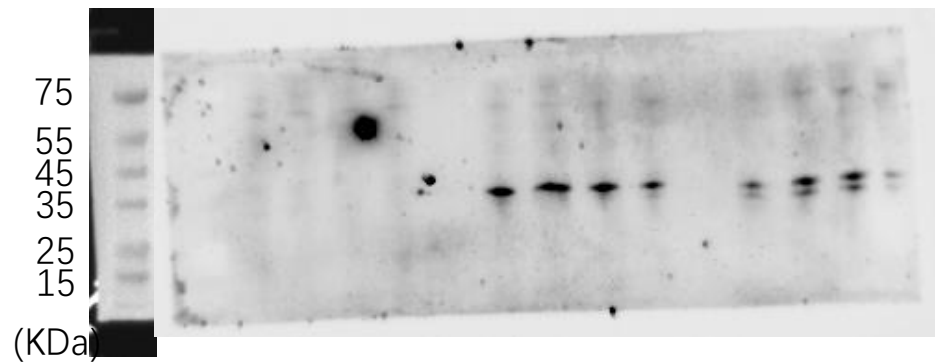

GSDMD-N

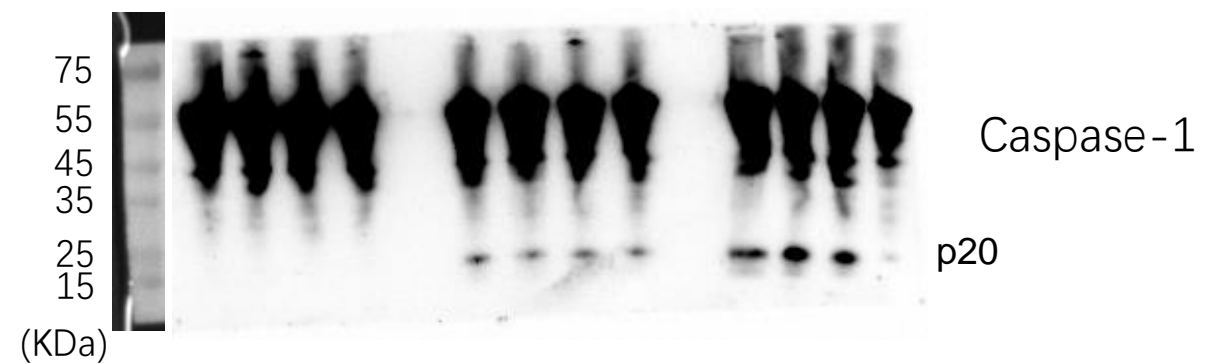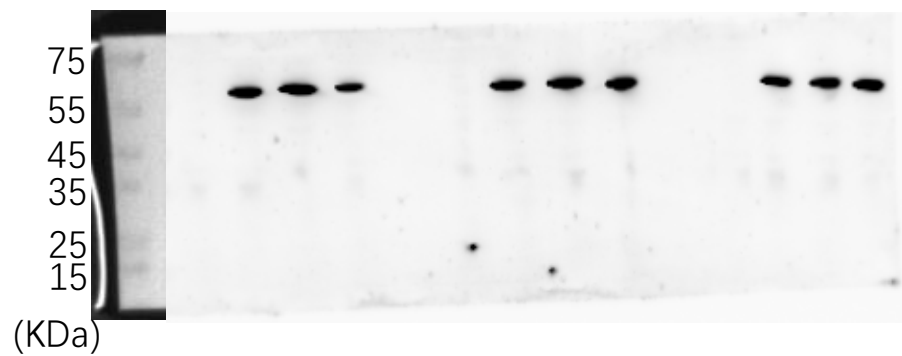

ac-Tubulin

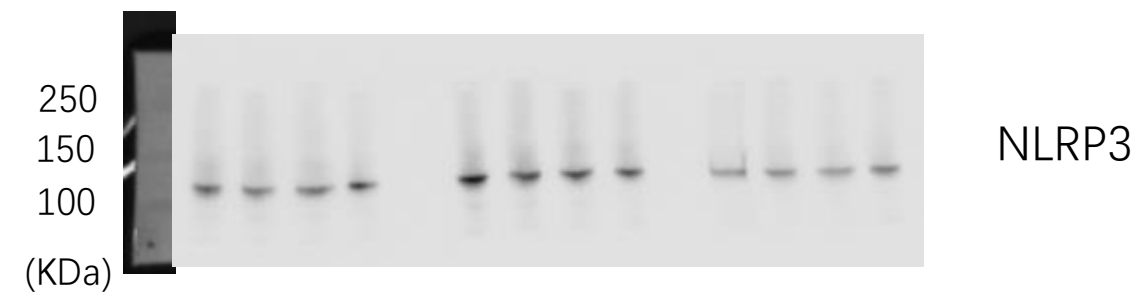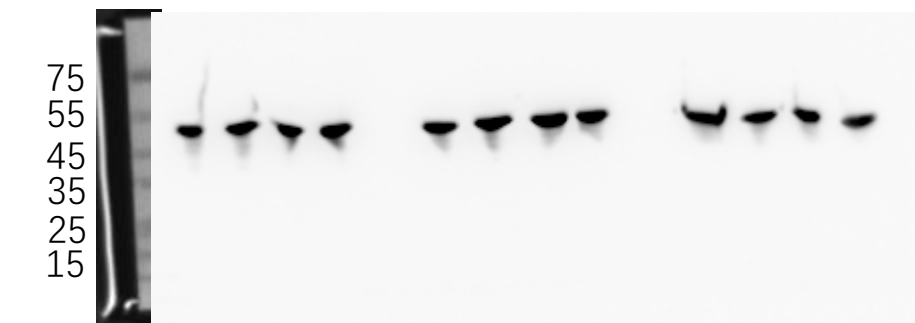

b-actin

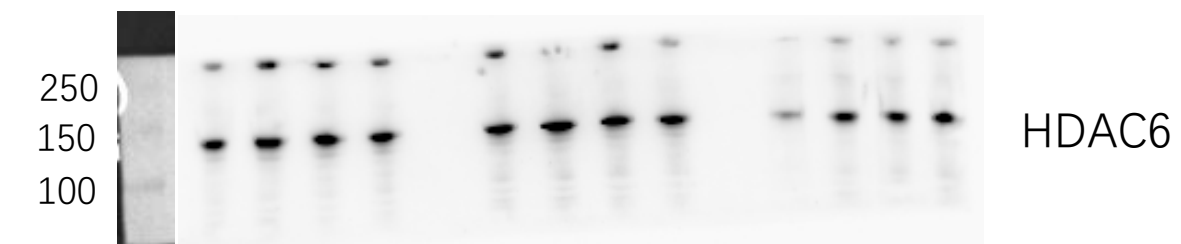

**Supplement:** Supplementary file 6

# Supplementary material for: Inhibition of HDAC6 With CAY10603 Ameliorates Diabetic Kidney Disease by Suppressing NLRP3 Inflammasome
**Source:** Front Pharmacol. 2022 Jul 14;13:938391. doi: 10.3389/fphar.2022.938391
**Supplement:** Supplementary file 7

**Supplementary table 3：The top 150 upregulated genes and top 150 down-regulated genes in early stage DN compared with healthy controls (fold change>1.5, p value <0.05).**

# Supplementary material for: Inhibition of HDAC6 With CAY10603 Ameliorates Diabetic Kidney Disease by Suppressing NLRP3 Inflammasome
**Source:** Front Pharmacol. 2022 Jul 14;13:938391. doi: 10.3389/fphar.2022.938391
**Supplement:** Supplementary file 8

Supplementary table：The list of top 100 small molecule compound with highest negative score predicted by using regulated genes between early stage DN and healthy controls.

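Each entry of the early-stage list was one compound of the CMap database with its connectivity score, its identifier, its name and the class of target given for it. According to the paper, the score came from querying the database with the genes of Supplementary Table 3, of which 150 were upregulated and 150 were downregulated in the tubulointerstitium of early-stage DN, and a negative score marks a compound whose expression profile runs against the query. The list held 100 compounds, and the paper's scores in it ran from -98.8 to -87.5, whereas the methods describe an enrichment score of at most 1 in size. Counted from the classes in the table, ATPase inhibitors had 11 entries, MTOR inhibitors had 9 and HDAC inhibitors had 8. The 8 HDAC inhibitors were panobinostat, apicidin, CAY10603, WT-171, vorinostat, THM-I-94, entinostat and scriptaid. The paper's score of CAY10603 was -94.0, which placed it at rank 40 of the 100 compounds when sorted from the most negative score. The table carries no error or replicate for a score, so differences between neighbouring ranks have no test.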

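A second query of the CMap database used the genes of Supplementary Table 2, again 150 upregulated and 150 downregulated, taken by the paper from late-stage DN. Of the genes in Supplementary Tables 2 and 3, 88 were upregulated in both stages, 80 were downregulated in both, and 0 had opposite signs, so the queries for the early and the late stage shared many of their genes and their scores are not independent. The 100 compounds of the late-stage list had the paper's scores from -98.4 to -74.0, and 64 identifiers were in the lists of both stages. HDAC inhibitors had 13 entries in the late-stage list, ATPase inhibitors had 9 and topoisomerase inhibitors had 6. With the entries of both lists added together, HDAC inhibitors had 21 and ATPase inhibitors had 20. Among the first 10 compounds there were 6 HDAC inhibitors in the late-stage list and 1 in the early-stage list. The compound at rank 1 of the late-stage list carries the identifier of CAY10603 and is named ISOX there, while Figure 1B names the same identifier CAY10603. For each of the 7 HDAC inhibitors present in both lists the paper's score was more negative in the late stage, with scriptaid moving the most, from -87.5 to -96.7. Only compounds that reached both lists could be compared in this way. Entinostat was in the early-stage list but absent from the late-stage list, which ran to -74.0, and other HDAC inhibitors were in the late-stage list only. The direction is therefore not shown for every HDAC inhibitor. From these lists the paper states that HDAC inhibitors appeared most often, and it selected CAY10603 as one of the few top compounds in both. The other reasons that the paper gives for CAY10603 are its low IC50 and its selectivity for HDAC6.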

Supplementary table：The list of top 100 small molecule compound with highest negative score predicted by using regulated genes between late stage DN and healthy controls.

How the deposited data were processed for this re-analysis (not part of the article)

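The processed file analysed here came from 6 RNA-seq samples of HK-2 cells, a line of human proximal tubule epithelial cells. In 3 samples the cells carried a plasmid for SLPI (secretory leukocyte protease inhibitor) and in 3 an empty vector. The paper gives the accession of these samples for renal tissue profiles of DN patients, and its text describes no SLPI experiment. The samples were grouped by their labels. None of the paper's results is about them, so their values are given only in the closing observations, and the passages in the supplement explain the paper's own tables. The patients' profiles were not analysed here.

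The authors deposited one FPKM value per gene and sample (fragments scaled to the length of the gene and to the number of mapped fragments). The aligner, the counting tool, the annotation and whether counting used the strand are not named in the paper's text or the labels. The file lists 50868 genes, of which 22533 were at 0 in all 6 samples. Of the gene identifiers, 50111 were in GENCODE release 29, and 47538 (93.5%) had the same chromosome, start and end, so coordinates are those of GRCh38. A total of 98 gene names belonged to more than 1 identifier, so genes were handled by identifier.

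FPKM values are not counts, so no count model was used. The depth was estimated from the steps of low values. In genes with 1 annotated transcript longer than 2000 bases and an FPKM under 0.5, 97.5% to 98.6% of the values lay close to whole multiples of 1 fragment, where 30.0% would by chance. By this estimate the SLPI samples had 23300000, 15400000 and 20600000 fragments and the empty vector samples had 16900000, 15100000 and 17000000, for replicates 1, 2 and 3. The deepest sample had 1.55 times the depth of the shallowest. SLPI itself took 3.03%, 3.22% and 3.08% of the fragments in the SLPI samples, which lowers the FPKM of every other gene there by 0.05 on the log2 scale (a log2 change of -0.05). Low genes are the least precise, because an FPKM under 0.1 in a gene of ordinary length rests on few fragments.

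Values were tested as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend), over the 11541 genes with an FPKM of at least 1 in at least 3 samples. A fold change here is on this scale and understates the change of low genes. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05 and a fold change above 1.5, the thresholds the paper gives for its patient profiles. Gene lists were tested two-sided with camera at a preset correlation of 0.01, adjusted over 9 lists. Of these, 5 were lists of interferon-stimulated, NF-kB target, unfolded protein response, cell cycle, and extracellular matrix and fibrosis genes, and 4 were the upregulated and downregulated genes of the paper's Supplementary Tables 2 and 3. A further list held 16 genes that the paper's text names.

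The groups, tests, lists, thresholds and alternatives were set before the data were examined. The alternatives were quantile normalization of the log2 values, no filter on low values beyond a value above 0 in 1 sample, a mean FPKM of at least 5, a pseudocount of 0.1, leaving out each of the 6 samples, the replicate number as a block, no fold change threshold or one of 2, and for the lists camera with an estimated correlation and fry. Removing a trend on GC content and transcript length was added after the data were seen. Genes named were SLPI, the 16 genes of the paper, and the 5 genes with the smallest p in each direction among the called genes whose samples did not overlap between the groups. Other names were chosen after their values were seen, and the text says so where they appear.

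The scripts were tested on simulated data made from the means and standard deviations of 11540 real genes, with 200 genes changed. Of genes changed by 0.75, 1 and 1.5 on the log2 scale, 86.3%, 90.9% and 93.1% were called, and 1 unchanged gene was called. With no change simulated, 0 genes were called. In 20 simulated runs a list of 35 genes shifted by 0.15 was called 20 times by camera and 20 times by fry, and of 160 unshifted lists 0 were called by either. The simulated genes varied independently, which real genes do not.

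Some reads sat on pseudogenes. A median of 17.6% of the summed FPKM, SLPI excluded, was on genes annotated as pseudogenes, and EEF1A1P5 had 3392 to 3620 FPKM where its parent EEF1A1 had 88.4 to 359. The level of a gene with a near-identical copy is therefore uncertain.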

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

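These results come from an SLPI experiment on which the paper's text does not report. The tests for exchanged samples, dilution, overlapping genes and a lost chromosome segment were chosen only after the results were seen.

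SLPI, on chromosome 20 from 45252239 to 45254564, had FPKM values of 50760, 53996 and 51751 in the SLPI samples and of 2.38, 4.56 and 4.24 in the empty vector samples. Its log2 fold change was 13.46 (standard error 0.18, limma, adjusted p = 8.4e-07). The lowest SLPI sample, at 50760 FPKM, lay far above every empty vector sample, which argues against samples exchanged between the groups.

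With SLPI overexpression 13 genes were called by limma, 7 higher and 6 lower, SLPI included, among 11541 tested. At an unadjusted p under 0.05 there were 1242 genes, where 577 would be expected by chance. Of the 10 splits of the 6 samples into 3 and 3, 1 split, the real one, gave as many genes, and the other 9 splits gave 0 to 3. Since 10 splits cannot give a share under 0.1, they do not settle whether the count is due to chance. All 13 genes had groups that did not overlap, as had 17.6% of all genes tested, where 10% is the share by chance.

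Among the called genes the largest falls were those of TMEM200B and DAG1. TMEM200B, on chromosome 1 from 29119428 to 29123935, had an FPKM of 0.131 ± 0.128 (SD, n = 3) with SLPI and of 4.69 ± 0.272 (SD, n = 3) with empty vector, a log2 fold change of -2.34 (standard error 0.09, limma, adjusted p = 0.00040). DAG1, which encodes dystroglycan, on chromosome 3 from 49468703 to 49535618, had 2.03 ± 0.130 (SD, n = 3) against 8.59 ± 0.506 (SD, n = 3), a log2 fold change of -1.66 (standard error 0.06, limma, adjusted p = 0.00037). GMEB2 had a log2 fold change of -1.10, FUNDC1 of -0.73 and GPX1 of -1.03 (limma, adjusted p = 0.0027, 0.0061 and 0.025). The higher genes were WFS1 with a log2 fold change of 1.16, TRIB3 with 0.72, SLC7A11 with 0.96 and RPL23AP68 with 0.98 (limma, adjusted p = 0.0033, 0.0061, 0.019 and 0.019). In fits that each left out 1 sample, the adjusted p by limma reached 0.091 for SLC7A11 and GPX1 and 0.086 for RPL23AP68, while the log2 fold changes ran from 0.88 to 1.04, from -1.11 to -0.93 and from 0.92 to 1.02, so these calls lie close to the threshold. The remaining called genes, NR1D1 and GCNT3 among the higher and RRAD among the lower, fell outside the rule for naming genes and were named after their values were seen.

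Several technical explanations were weighed for the called genes. Dilution by the SLPI reads would lower a gene by 0.05 on the log2 scale, while the smallest fall among the 6 lower genes was -0.73. Dilution alone is therefore not the cause of these falls. This outcome was fixed by the calling rule, since a call required a fold change above 1.5. With a trend on GC content and transcript length removed from each sample, 13 of the 13 genes were still called, which argues against such a bias. Reads moved to an overlapping gene are also argued against, since 1 of the 6 lower genes overlaps another gene of the file, TMEM200B with EPB41, and EPB41 had a log2 fold change of -0.04 (standard error 0.12). GPX1 and DAG1 lie 110 kb apart, but the 20 other genes tested within 500 kb had a median log2 fold change of 0.04 and a lowest value of -0.15, which argues against loss of that segment. GPX1 has pseudogenes, and the summed FPKM of GPX1 and its pseudogenes had a log2 ratio of -0.93, so the fall of GPX1 was not a move of reads to them. RPL23AP68 is itself a pseudogene and reached 1.31 FPKM. The summed FPKM of RPL23A and its pseudogenes had a log2 ratio of -0.079, but a change as small as that of RPL23AP68 lies within the spread of this sum, so another division of the family's reads and a change of RPL23AP68 cannot be told apart. An effect of SLPI on the other genes stays open as a hypothesis.

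By camera 4 of the 9 gene lists were shifted. The interferon-stimulated genes were lower (22 tested, 20 of them lower, median log2 fold change -0.18, adjusted p = 2.2e-08), as were the cell cycle genes (35 tested, 29 lower, median -0.10, adjusted p = 5.4e-06) and the extracellular matrix and fibrosis genes (27 tested, median -0.10, adjusted p = 0.028). The genes downregulated in early-stage DN by the paper's table were higher (123 tested, 69 higher, median 0.03, adjusted p = 0.034). Each of the latter 2 lists lost its call when certain samples were left out, with an adjusted p of 0.34 for the extracellular matrix list without empty vector replicate 1 and of 0.68 for the early-stage list without empty vector replicate 2. In addition, 6 of the 10 splits of the samples gave as many lists, so the count itself is no larger than other groupings give. Only the interferon-stimulated and cell cycle lists held under fry (adjusted p = 0.027 and 0.0022), and fry called 0 lists in each of the 9 other splits. For both of these lists the real split also had the smallest p by camera of the 10 splits, a rank that cannot give a share under 0.1. Another split gave an unadjusted p by camera of 2.1e-05 for the interferon-stimulated genes and of 0.0049 for the cell cycle genes. A small p by camera at the preset correlation is therefore not by itself evidence of an effect of SLPI. With an estimated correlation only the cell cycle genes were called (adjusted p = 0.044), and the interferon-stimulated genes were not (adjusted p = 0.14). Over all alternatives the adjusted p ran from 2.4e-08 to 0.044 for the cell cycle genes and from 2.5e-09 to 0.14 for the interferon-stimulated genes.

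The fall of the interferon-stimulated genes, at a median of -0.18, exceeded the -0.05 that dilution by SLPI would give. Over the other normalizations, filters, pseudocount and samples left out, the median of this list ran from -0.23 to -0.15 and that of the cell cycle genes from -0.12 to -0.08. Without the 5 genes of each list that fell most, the median was -0.15 for the interferon-stimulated genes, with 15 of 17 lower. That of the cell cycle genes was then -0.073, with 24 of 30 lower. These counts and the sign of the medians were fixed in advance by the 20 of 22 and 29 of 35 lower genes. The size of the medians was not, and by it neither shift rests on those 5 genes alone. No single gene of either list passed the adjusted threshold, while 13 and 11 genes had an unadjusted p under 0.05. A lower interferon and cell cycle program with SLPI is a hypothesis. A difference between the groups in the transfection itself was not tested and stays open.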

How the results depend on the processing

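SLPI kept its direction and its call with quantile normalization, both other filters, the pseudocount of 0.1, the replicate block and each sample left out, with a log2 fold change from 12.38 to 13.79 (limma, adjusted p of at most 0.00023) and from 13.24 to 13.60 across the 6 fits that each left out one replicate. The count of study genes called was 0 under these same alternatives.

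The number of called genes was 7 (3 higher and 4 lower) with no filter on low values, when 28335 genes were tested, and 7 with a fold change threshold of 2. It was 15 with quantile normalization, 10 with a mean FPKM of at least 5, 12 with a pseudocount of 0.1 and 19 with no fold change threshold. With the GC content and length trend removed, chosen after seeing the data, it was 16, and 13 of them were the same genes. Across the 6 fits that each left out one replicate it ran from 10 to 17, of which 7 to 9 were shared with the 13, and 7 genes were called in each of these fits: SLPI, DAG1, TMEM200B, GMEB2, FUNDC1, TRIB3 and WFS1. RPL23AP68 was not called in any of the 6 fits (limma, adjusted p from 0.055 to 0.086), and SLC7A11 and GPX1 each lost their call in 4 of them. Leaving out SLPI replicate 1 gave 4 higher and 12 lower genes, and leaving out SLPI replicate 3 gave 4 higher and 13 lower. The cause was not tested for any of these changes. More genes were tested without a filter, and the fits that left one out had fewer samples, but the effect of either was not tested.

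Both groups number their replicates from 1 to 3. The deviations of same-numbered samples from their group means had correlations across genes of -0.02, 0.02 and -0.06, so the samples share only a number. With the replicate block 3 genes were called, each among the 13.

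The number of shifted lists was 1 by camera with an estimated correlation and 2 by fry, and 3 to 4 in the fits that left out one replicate. The early-stage downregulated list lost its call without empty vector replicate 2 (adjusted p = 0.68) and without SLPI replicate 3 (0.16), and the extracellular matrix list lost it without empty vector replicate 1 (0.34) and without SLPI replicate 2 (0.10). The early-stage downregulated list also lost its call with no filter on low values (0.089) and the extracellular matrix list with quantile normalization (0.16), and both lost it by fry (0.60 and 0.28) and by camera with an estimated correlation (0.64 for both). Over its alternatives the adjusted p ran from 0.0089 to 0.68 for the first of these lists and from 0.0016 to 0.64 for the second.

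Among results that were not called, some changed sign. HDAC2 had a log2 fold change of 0.0094 with quantile normalization. Leaving out one replicate gave log2 fold changes from -0.049 to 0.00014 for HDAC2, from -0.096 to 0.055 for PYCARD, from -0.14 to 0.010 for GSDMD and from -0.19 to 0.015 for TGFB1. A list's shift is given as the mean z-score of its genes minus that of the other genes, or for fry the mean z-score itself. The early-stage upregulated list had a shift of -0.052 with no filter on low values, of -0.12 by fry and of -0.29 to 0.33 across the fits that left out one replicate. The NF-kB list had -0.056 by fry and -0.0046 to 0.16 across those fits. The late-stage downregulated list ran from -0.034 to 0.35 and the late-stage upregulated list from -0.45 to 0.057. The cause was not tested. Of the comparisons of single genes and lists with an alternative, 254 kept their direction and side of the threshold, 36 kept the direction and were no longer called, 4 became called and 15 changed sign, none of which was called either way.

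Depth limits what the low genes can show. NLRP3, IL1B and ACTA2 were under the filter on low values in each sample, where a few fragments decide a value.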

Differences from the paper's values

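The sizes of the paper's gene and compound lists equalled those the paper states. The remaining points concern the order of compound classes. The paper's text states that HDAC inhibitors were the most frequent class in its lists of top compounds. Counted from its Supplementary Table 4, HDAC inhibitors had 8 entries in the early-stage list, behind ATPase inhibitors with 11 and MTOR inhibitors with 9. In the late-stage list they had 13 entries and were the largest class, and in both lists together they had 21 against 20 ATPase inhibitors.

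Figure 1B names the first compound of the late stage CAY10603, whereas Supplementary Table 4 names the same identifier ISOX in the late-stage list and CAY10603 in the early-stage list. By the shared identifier both names stand for the same compound, so only the name differs.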

Other observations

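The tests of the stress response genes and the mitochondrial mRNAs were chosen only after the results were seen, as were the genes named in those paragraphs.

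Of the 16 genes that the paper's text names, 9 were expressed highly enough to be tested in these HK-2 cells, and with SLPI 0 were called over all genes and 0 adjusted over the list alone, while 1 had an unadjusted p under 0.05. This was HDAC1, with a log2 fold change of -0.10 (limma, adjusted p = 0.44, and 0.33 over the list alone). Of the 10 splits of the samples, 10 gave at least as many study genes, as a count of 0 must. HDAC6 had an FPKM of 2.60 ± 0.15 (SD, n = 3) with SLPI and of 2.81 ± 0.105 (SD, n = 3) with empty vector, a log2 fold change of -0.08 (standard error 0.06, limma, adjusted p = 0.66). HDAC2 had 14.6 and 14.8 FPKM, EGFR 22.2 and 21.7, TGFB1 37.3 and 39.7, CD68 11.9 and 10.9, COL1A1 3.24 and 3.60, PYCARD 1.23 and 1.28, and GSDMD 0.917 and 0.996 with SLPI and empty vector.

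The remaining genes of this list, among them the inflammasome genes NLRP3, CASP1 and IL1B, were below the filter for testing in these cells, for which the labels name no stimulus besides the transfection. NLRP3 had FPKM values of 0.011, 0.0058 and 0.0087 with SLPI and of 0.0053, 0.035 and 0.0052 with empty vector. CASP1 and ADGRE1 were listed at 0 in all 6 samples. IL1B was listed at 0 in the 3 empty vector samples and had 0.0082, 0.062 and 0.0093 FPKM with SLPI. HDAC4 had 0.792 and 0.715 FPKM, HDAC9 0.951 and 0.871, and ACTA2 0.103 and 0.159 with SLPI and empty vector.

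The 4 lists from the paper's Supplementary Tables 2 and 3 had small median changes with SLPI. Of these, only the genes downregulated in early-stage DN were called (median log2 fold change 0.03, camera, adjusted p = 0.034), a call that several alternatives lost. The genes upregulated in early-stage DN had a median log2 fold change of -0.02 (camera, adjusted p = 0.94), those upregulated in late-stage DN -0.03 (0.22) and those downregulated in late-stage DN 0.01 (0.22). Without empty vector replicate 1 the list upregulated in late-stage DN was called (0.014), and over its alternatives the adjusted p ran from 0.014 to 0.85. The NF-kB target genes, 22 of which were tested, had a median of -0.01 (adjusted p = 0.88).

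The unfolded protein response list was not called (27 genes tested, median -0.01, camera, adjusted p = 0.055), although it was with quantile normalization (0.021), without SLPI replicate 2 (0.036) and without empty vector replicate 2 (0.024), and over its alternatives the adjusted p ran from 0.021 to 0.64. Its members moved apart. The 7 genes tested of the arm driven by ATF4 were all higher, with a median log2 fold change of 0.49, and TRIB3 (0.72), SESN2 (0.52) and PPP1R15A (0.45) had an adjusted p of 0.0061, 0.033 and 0.025 by limma. The 20 chaperone and degradation genes of the list had a median of -0.041, 6 of them were higher, and the largest rise was 0.12. Over the alternatives the medians ran from 0.43 to 0.55 and from -0.07 to -0.01. A load of SLPI protein on folding in the endoplasmic reticulum would raise the chaperones too. Their median of -0.041 argues against it for the 20 genes of this list, while genes outside the list were not tested for such a load. SLC7A11, a further target of ATF4, was also higher. A response through ATF4 without a rise of these chaperones, as on a shortage of amino acids, may be a candidate explanation. The ATF4 genes belong to the unfolded protein response list themselves, so an unfolded protein response limited to that arm is not excluded. No test here bears on what would start a response through ATF4.

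Of the 13 mitochondrial protein-coding genes tested, 12 were lower with SLPI, with a median log2 fold change of -0.15, while both mitochondrial rRNA genes were higher, MT-RNR1 by 0.36 and MT-RNR2 by 0.21 (limma, adjusted p = 0.019 and 0.030). None of the 13 mRNAs passed the adjusted threshold, and 9 had an unadjusted p under 0.05. Quantile normalization gave a median of -0.22 for the mRNAs and of 0.15 for the rRNAs. Dilution by SLPI reads would give -0.05 for both kinds, which the median of -0.15 for the mRNAs and the rise of the rRNAs argue against. More RNA without a poly(A) tail in the SLPI libraries could raise the rRNAs. The histone genes and small structural RNAs, tested for this, had a median of 0.23 together, but the 13 histone genes had a median of 0.31 with 10 higher, and the 7 small structural RNAs had -0.07 with 4 lower. Some histone transcripts carry a poly(A) tail, so a difference in library composition and a change in the cells cannot be told apart.

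Supplementary Tables 2 and 3 of the paper hold many immediate early genes among the downregulated genes. Of a list of 32 such genes, written after the tables were read, 17 were among the 150 genes downregulated in early-stage DN and 11 among the 150 downregulated in late-stage DN, and 0 were among the upregulated genes of either. The paper's log2 fold changes of FOS were -5.95 in early and -5.51 in late stage, those of EGR1 were -4.25 and -3.70, and those of NR4A1 were -4.37 and -4.29. The control tissue that the paper's methods name for the transcriptome is para-carcinoma renal tissue of renal carcinoma patients. A change in DN and a difference between the kinds of tissue cannot be told apart from the paper's values. No explanation was tested, since the patients' profiles were not analysed here.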
